A study of Homo sapiens with 2 samples. Its data were reported in "Identification of New Chemoresistance-Associated Genes in Triple-Negative Breast Cancer by Single-Cell Transcriptomic Analysis" (2024).

How the data were processed

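Targeted single-cell RNA sequencing had been performed on SUM159 cells, a human triple-negative breast cancer line, with a breast cancer panel on the BD Rhapsody platform. There were 2 samples, 1 of attached cells and 1 of spheroids, each loaded on its own cartridge. Each sample pooled 3 populations marked with sample tags: treatment-naïve cells, cells made resistant to paclitaxel and cells made resistant to doxorubicin by long exposure to rising doses. This gave 6 populations, 3 on each cartridge, and the series states that there are no replicates. The file of each population was assigned from its name, since the labels name the populations and their tags but do not say which file holds which tag. For spheroids the labels call the drug populations treated, whereas the series design calls them resistant. They are named resistant here.

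The authors deposited, for each population, a matrix of counts, which are molecules (unique molecular identifiers, UMIs) per panel gene and cell. According to the paper's methods, the reads were processed on a cloud platform. Cell labels, UMIs and poly-dT stretches were taken from the first reads that passed a quality filter. Molecule counts adjusted by a method named RSEC were joined with the putative cells to form the matrix. What the adjustment corrects for is not stated there. The submitters' processing notes name hg38 as the genome build. Which filters, if any, were applied to cells before deposit is not given in the sources used here, nor is the treatment of cells carrying more than 1 sample tag. The study filtered cells further before clustering with thresholds its methods leave out, so all deposited barcodes were used here. No doublet caller was run. Cells of very high UMI count were instead left out in an alternative added after the data had been examined.

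The files list 373 gene symbols in all, of which 363 are current RefSeq symbols. A gene that a file does not list was taken to have no UMI there, since every listed gene had at least 1. Coordinates of the transporter genes come from the RefSeq table of GRCh38.p14. The choices described next were made before the data were examined, except those named as added. UMIs were summed per gene over all cells of a population, as the study's methods do, divided by the population's total and multiplied by 1000000 to give CPM, counts scaled to that common total. The fold between populations is the ratio of their CPM values, with the exact conditional binomial (Clopper-Pearson) 95% interval for a ratio of Poisson counts. Intervals of CPM values are exact Poisson intervals and those of shares of cells are exact Clopper-Pearson intervals. All of them cover counting error only, and none covers the spread between cultures, which unreplicated populations cannot show. For that reason no test was run and no p-value is given. A gene passed the size rule at a fold of 2 or more in either direction with at least 50 UMIs in the higher population. The study's methods give the same fold and minimum but ask for the minimum in the resistant population, for lower genes too, and state no correction for the number of cells or UMIs. The ratio of unscaled totals was therefore run as an alternative. A gene counted as measured when either population had at least 50 UMIs. Where a population had 0 UMIs the fold was computed against 3 counts, the number that a count of 0 allows, and is given as a bound. Without replicates, edgeR and DESeq2 were not used.

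Genes were named by a fixed rule. For each resistant population against treatment-naïve cells these were the 10 genes with the largest fold in each direction past the size rule, the genes that the study's results single out, and the 2 highest and 2 lowest measured members of each gene list. Some genes that this rule names are not reported here. For the other comparisons they were the 5 largest in each direction and the 5 genes with the largest smallest fold among those past the rule in every population or in both cultures. The gene lists numbered 17: drug efflux transporters, drug metabolism and nucleotide enzymes, G1/S and DNA replication, G2/M and mitosis, mesenchymal and matrix genes, basal epithelial genes, luminal epithelial genes, inflammatory cytokines and chemokines, interferon and antigen presentation, insulin-like growth factor binding, PDGF ligands and receptors, p53 targets and apoptosis, stem cell markers, angiogenic factors, and markers of T and NK lymphocytes, of B lymphocytes and plasma cells, and of myeloid cells. Each list is described by the median log2 fold of its measured members and by the percentile of that median among 10000 random lists of the same size, matched on expression by quintile. Overlap between the drugs in 1 culture was set beside the overlap that independent lists would give and beside 100 simulated draws in which both resistant populations had the treatment-naïve composition.

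Shares of cells were computed at 1 or more and at more than 5 UMIs, both in all cells and after thinning each cell at random to 254 UMIs, the 10th percentile over all cells, with shallower cells left out. This kept every attached cell and 3121, 2690 and 3068 spheroid cells (treatment-naïve, paclitaxel- and doxorubicin-resistant). Thinning to 1000 UMIs was added after the data had been examined. Attached cells were clustered within each population: counts were scaled to the median UMIs per cell and log-transformed, 6 markers of epithelial-mesenchymal transition (COL1A1, COL3A1, PDGFRB, TP73, CDH3 and ITGA6) and 32 cell cycle genes were left out, and Leiden clustering at resolution 1 was run on a graph of 15 neighbours over 15 principal components. The study used Louvain clustering and regressed out the cell cycle. To find cells whose profile resembled another population of the same culture, each cell was matched to the population whose summed profile gave its UMIs the highest multinomial likelihood, with ABCB1 and ABCG2 left out. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, igraph 0.11.9 and leidenalg 0.10.2.

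The alternatives for the gene counts and folds were unscaled totals, mean UMIs per cell, median-of-ratios size factors, CPM without the 5 most abundant genes, the mean over cells of each cell's own CPM, cells between the 10th and 90th percentile of UMIs, cells with at least 1000 UMIs, minimums of 10 and 200 UMIs, and a rule on the lower bound of the interval. For shares they were the thinning, the same cell filters and thresholds of more than 2 and more than 10 UMIs, and for clusters other resolutions, 30 neighbours and all genes. Leaving out cells above the 99th percentile of UMIs was added later for gene counts and shares, and so were the first 3 scalings for counts of genes shared between comparisons. Also added later, for folds and gene counts against treatment-naïve cells, were leaving out treatment-naïve cells with more than 5 ABCB1 UMIs and keeping cells of at least 1000 UMIs that match their own population best. The fold rule was tested on simulated data drawn from each treatment-naïve population, with 200 of 373 genes altered. It recovered 100% of the genes whose simulated fold exceeded the threshold in each of the 4 comparisons and called 0 unaltered genes. The intervals held the true fold for 95.8% and 95.5% of genes (paclitaxel and doxorubicin, attached) and for 95.2% and 94.5% (spheroid). Simulated attached cells were matched to their own population in 100% of cases, and spheroid cells, which reach lower depths, were not simulated for this.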

Results

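SUM159 is a triple-negative breast cancer line whose cells range from epithelial-like to highly mesenchymal. Transcripts of a panel of cancer genes were counted in single SUM159 cells grown attached (2D) or as spheroids (3D), each as treatment-naïve, paclitaxel-resistant and doxorubicin-resistant cells. Paclitaxel stabilises microtubules and doxorubicin is a DNA-damaging anthracycline. The files hold 18233 attached barcodes, more than the number of cells that the labels say were pooled, and the reason is not known. All are counted as cells here, of which 5305 were treatment-naïve, 5896 paclitaxel-resistant and 7032 doxorubicin-resistant. The spheroid files hold 11889 spheroid cells, of which 4362, 3751 and 3776 belonged to the same populations in that order. In attached cells the totals were 21423102, 23403880 and 29451390 UMIs, and the median cell had 3710, 3653 and 3814 UMIs and 135, 138 and 141 genes. The spheroid populations were shallower, with totals of 11307759, 8452574 and 10543081 UMIs, medians of 1538.5, 1629 and 2340 UMIs per cell and 88, 94 and 113 genes per cell. Only 56.0%, 57.7% and 67.7% of spheroid barcodes reached 1000 UMIs, whereas all attached barcodes but 1 did, and the spheroid barcodes below that depth held 4.53%, 5.07% and 3.57% of the UMIs. The glycolytic enzyme GAPDH was the most abundant transcript everywhere, with 16.7% to 22.2% of UMIs, and the 5 most abundant genes together took 47.0% to 57.6%. No population was replicated, so the intervals in parentheses are 95% intervals for counting error only. Higher and lower describe ratios of CPM between populations.

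In attached cells, paclitaxel resistance went with far more transcript of drug efflux pumps and PDGFB, and with the near absence of IGFBP3, ALDH1A1 and the basal keratin KRT14. ABCB1 (chromosome 7, 87503017 to 87713295 on GRCh38), which encodes the P-glycoprotein pump that exports both drugs, was 31.8-fold (30.7 to 32.9) higher than in treatment-naïve cells. ABCG2 (chromosome 4, 88090264 to 88231626), another efflux pump, was 7.31-fold (7.02 to 7.61) higher. The growth factor gene PDGFB was 46.8-fold (40.7 to 54.0) higher and IGFBP3, which encodes a binding protein for insulin-like growth factors, was 137-fold (125 to 150.2) lower. The size rule was passed by 53 genes that were higher and 66 that were lower among 262 measured genes.

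The other genes with the largest folds upward included NCAM1, a neural adhesion molecule, at 31.9-fold (26.8 to 38.3), the transmembrane glycoprotein gene GPNMB at 13.8-fold (11.1 to 17.3), the transcription factor gene MYB at 10.4-fold (8.07 to 13.7), the matrix glycoprotein gene THBS1 at 8.51-fold (8.33 to 8.70) and thymidylate synthase, TYMS, at 6.75-fold (6.64 to 6.86). PTPRC, the leukocyte phosphatase CD45, was 39.0-fold (16.5 to 121) higher on 5 and 213 UMIs, and the complement gene C1QA was 8.34-fold (4.19 to 18.9) higher on 9 and 82 UMIs. FOXA1, a luminal pioneer factor, was 6.39-fold (5.78 to 7.06) higher and CCNE2, a cyclin of the G1/S transition, 4.51-fold (4.17 to 4.89) higher. On the lower side, ALDH1A1, an aldehyde dehydrogenase used as a stem cell marker, was 110.2-fold (71.9 to 178) lower and KRT14 104-fold (97.5 to 112) lower. The chemokine gene CXCL12 was 62.4-fold (51.7 to 76.1) lower, the cyclin gene CCND2 42.0-fold (34.1 to 52.4), the calprotectin subunit gene S100A9 41.4-fold (39.7 to 43.1), the cyclooxygenase gene PTGS2 39.7-fold (38.8 to 40.7) and the cytokine gene IL1B 27.9-fold (27.5 to 28.3). CD86, a costimulatory ligand, was 58.3-fold (19.6 to 286) lower on 160 and 3 UMIs, and the ephrin receptor gene EPHA6 was 27.7-fold (9.12 to 137) lower on 76 and 3. IGFBP5 was 5.51-fold (5.44 to 5.58) lower and IGFBP7 2.57-fold (2.55 to 2.58) lower. Of the markers of cell state, P-cadherin, CDH3, was 12.01-fold (10.6 to 13.7) lower, the p53 homologue TP73 5.18-fold (4.97 to 5.40) lower and the collagen gene COL3A1 3.48-fold (3.41 to 3.55) lower. SLIT2, a guidance ligand, was 2.00-fold (1.95 to 2.06) higher. Under 2-fold lay PDGFRB at 1.91-fold (1.86 to 1.96) higher and UBE2C, an enzyme of mitotic exit, at 1.13-fold (1.12 to 1.15) higher, as well as the proteoglycan gene DCN at 1.30-fold (1.25 to 1.36), sphingosine kinase, SPHK1, at 1.22-fold (1.20 to 1.25), COL1A1 at 1.12-fold (1.11 to 1.14) and the integrin gene ITGA6 at 1.45-fold (1.43 to 1.47) lower.

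Both measured transporters of the efflux list were higher (median log2 fold 3.93), and the other 2 genes listed were not in the files. In the G1/S list 8 of 15 measured members were higher and 0 lower, led by TYMS and CCNE2 (median 1.10, percentile 99.9 of random lists), and none of the G2/M genes was lower while 2 of 17, ANLN at 2.37-fold (2.35 to 2.40) and UBE2T at 2.23-fold (2.20 to 2.26), were higher (median 0.42, percentile 90.2). Among mesenchymal and matrix genes 8 of 22 measured members were higher and 2 lower (median 0.62, percentile 99.3), with THBS1 and S100A4, a motility-associated calcium-binding protein at 6.72-fold (6.64 to 6.81), on top and ACTA2 (2.08-fold, 2.03 to 2.12 lower) and COL3A1 at the bottom. Luminal genes were split, since 9 of 16 measured members were higher and 5 lower (median 1.18, percentile 99.9), with the estrogen receptor gene ESR1 at 6.73-fold (3.84 to 12.7) on 14 and 103 UMIs and MLPH at 10.1-fold (5.83 to 19.1) lower. No basal gene was higher and 5 of 9 were lower (median -1.37, percentile 0.445). Inflammatory genes were mostly lower, with 9 of 16 lower and 2 higher (median -2.13, percentile 0), the 2 being CXCL14 at 3.87-fold (3.18 to 4.74) and CSF1 at 2.11-fold (2.07 to 2.14). Of the insulin-like growth factor binding list 3 of 4 were lower (median -1.91), and of the interferon and antigen presentation list 4 of 8 were lower and 1 higher (median -0.80), with CD74, the invariant chain, at 3.07-fold (2.77 to 3.40) lower and the class II regulator CIITA at 2.81-fold (1.80 to 4.52) higher. PDGFB and PDGFRA (3.41-fold, 3.37 to 3.46 higher) passed the rule in the PDGF list of 4 (median 1.35). In drug metabolism genes 3 of 9 measured members were higher and 2 lower (median 0.79), with TYMS and RRM2 (3.42-fold, 3.36 to 3.48) against PHGDH (3.10-fold, 3.06 to 3.13 lower) and ALDH1A1. In the p53 and apoptosis list 1 of 9 measured members was higher and 1 lower (median -0.44), namely BCL2 at 2.65-fold (2.43 to 2.90) and the cell cycle inhibitor CDKN1A at 2.60-fold (2.58 to 2.63). Of the stem cell markers 2 of 6 were lower, ALDH1A1 and POU5F1 (2.06-fold, 1.90 to 2.22), with a median of -0.03, and of the angiogenic factors PDGFB and ESM1 (3.36-fold, 2.96 to 3.83) were higher and VEGFA 2.65-fold (2.63 to 2.66) lower (median 1.00). Immune cell markers went both ways: PTPRC was higher and CD3D lower in the T and NK list of 2 (median 1.45), 2 of 3 B cell markers were lower (median -1.56), and 3 of 7 myeloid markers were higher and 3 lower (median -0.13). The median log2 fold of all measured genes was 0.02 by CPM and 0.15 from unscaled totals, which gave 61 higher and 61 lower genes, so the share of higher genes moved from 44.5% to 50% of calls.

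Doxorubicin-resistant attached cells shared the high efflux pumps and the scarcity of IGFBP3 and ALDH1A1 with paclitaxel-resistant ones, and also had large folds of GPNMB, CXCL14 and TCL1A, of which TCL1A was not higher with paclitaxel. ABCB1 was 52.6-fold (50.8 to 54.5) higher than in treatment-naïve cells and ABCG2 10.6-fold (10.2 to 10.98) higher. GPNMB was 105-fold (85.6 to 131) higher, the chemokine gene CXCL14 66.1-fold (55.4 to 79.5) higher, and TCL1A, an activator of AKT best known from lymphocytes, 106-fold (41.1 to 389.7) higher on 4 and 582 UMIs. ALDH1A1 was 265-fold (148 to 531) lower and IGFBP3 137-fold (126 to 149) lower. In all, 65 genes were higher and 61 lower among 268 measured.

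The kinase gene STK32B was 51.5-fold (34.2 to 81.4) higher, NCAM1 37.3-fold (31.4 to 44.8), the endothelial proteoglycan gene ESM1 15.3-fold (13.6 to 17.2), and CD244, an NK cell receptor, 20.4-fold (9.70 to 51.3). The chemokine gene CCL4 was 31.3-fold (17.8 to 60.9) higher on 12 and 516 UMIs and the cell cycle inhibitor CDKN2A 24.0-fold (6.39 to 202) higher on 2 and 66. Most of this CCL4 transcript came from the 131 cells (1.86%) in cluster 10 described below, which held 495 of the 516 UMIs. PDGFB was 14.2-fold (12.3 to 16.4) higher, MYB 14.7-fold (11.5 to 19.3), CCNE2 6.83-fold (6.33 to 7.37) and FOXA1 5.54-fold (5.03 to 6.13). EPHA6 had 76 and 0 UMIs and was at least 34.8-fold lower. S100A9 was 77.3-fold (73.6 to 81.1) lower and its partner S100A8 23.7-fold (18.6 to 30.7), CCND2 61.8-fold (49.3 to 78.5), CXCL12 59.6-fold (50.5 to 70.7), PTGS2 28.3-fold (27.7 to 28.8), the Fc receptor-like gene FCRLA 26.1-fold (24.9 to 27.3) and the surface peptidase gene MME 20.9-fold (19.1 to 23.0). IGFBP5 was 15.5-fold (15.3 to 15.8) lower, IGFBP7 4.32-fold (4.29 to 4.34), COL3A1 13.5-fold (13.05 to 13.9), CDH3 4.15-fold (3.85 to 4.48), DCN 3.56-fold (3.37 to 3.76) and TP73 3.00-fold (2.92 to 3.10). Below 2-fold, SPHK1 was 1.67-fold (1.64 to 1.70) higher, COL1A1 1.43-fold (1.41 to 1.44) lower, ITGA6 1.20-fold (1.18 to 1.21) lower and PDGFRB 1.10-fold (1.07 to 1.13) lower. SLIT2 and UBE2C had log2 folds of 0.17 and 0.24.

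The G1/S list stood out, since 13 of 15 measured members were higher and 0 lower (median 1.76, percentile 100), with TYMS at 7.59-fold (7.47 to 7.71) and CCNE2 on top. In the G2/M list 4 of 17 measured members were higher and 0 lower (median 0.65, percentile 95.6), led by ANLN at 3.24-fold (3.21 to 3.28) and UBE2T at 2.85-fold (2.82 to 2.89). Both transporters were higher (median 4.56). In the interferon and antigen presentation list 4 of 9 measured members were higher and 0 lower (median 0.81, percentile 92.9), with the class II genes HLA-DQB1 at 8.08-fold (4.09 to 18.2) on 9 and 100 UMIs and HLA-DRA at 6.42-fold (5.68 to 7.28). Most of this class II transcript came from the 12.8% of these cells in cluster 1 described below, which held 96 of the 100 HLA-DQB1 UMIs and had 558 CPM of HLA-DRA against 14.2 in the other cells. Inflammatory genes were split, with 8 of 17 lower and 5 higher (median -0.65, percentile 3.73), CXCL14 and CCL4 at the top, CXCL12 and S100A9 at the bottom. In the luminal list 8 of 16 measured members were higher and 3 lower (median 1.01, percentile 99.01), with ESR1 at 8.00-fold (4.63 to 14.98) and the claudin gene CLDN4 at 3.77-fold (2.83 to 5.08) lower. Again 5 of 9 basal genes were lower and none higher (median -1.49, percentile 0.260), and 3 of 4 insulin-like growth factor binding genes were lower (median -3.03). In the mesenchymal list 3 of 22 measured members were higher and 4 lower, with THBS1 at 5.85-fold (5.73 to 5.98) and caveolin, CAV1, at 2.88-fold (2.86 to 2.90), and the median of -0.04 changed sign under another scaling, as did that of the PDGF list (-0.03), where PDGFB alone passed the rule. In drug metabolism genes 4 of 9 measured members were higher and 2 lower (median 0.36), including RRM2 at 5.77-fold (5.68 to 5.87) and PHGDH at 3.45-fold (3.42 to 3.49) lower. In the p53 and apoptosis list CDKN1A was 2.49-fold (2.47 to 2.51) lower and BBC3 2.69-fold (2.36 to 3.08) lower, with none higher (median -0.21). ALCAM, an adhesion molecule, was 6.36-fold (6.07 to 6.66) higher among 6 stem cell markers (median 0.19), and ESM1 and PDGFB were higher and VEGFA 2.63-fold (2.61 to 2.64) lower among 5 angiogenic factors (median 0.51). Of the immune markers, PTPRC alone passed the rule among 3 T and NK genes (11.8-fold, 4.85 to 37.3 higher, median 0.47), TCL1A was higher and CD38 and FCRLA lower among 4 B cell genes (median -1.63), and GPNMB was higher and 3 others lower among 6 myeloid genes (median -1.53), with CD14 at 5.76-fold (5.55 to 5.98). Unscaled totals shifted the median log2 fold from 0.11 to 0.57 and gave 97 higher and 47 lower genes, so higher genes made up 67.4% of calls in place of 51.6%.

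In spheroids, which the study profiled to find expression differences between the culture systems, paclitaxel-resistant cells again had more ABCB1 and PDGFB and less KRT14, CCND2 and IGFBP3, with fewer genes higher. ABCB1 was 12.1-fold (11.7 to 12.6) higher, PDGFB 16.5-fold (13.2 to 21.04), NCAM1 12.4-fold (10.3 to 15.1) and ESM1 10.8-fold (9.98 to 11.7), while ABCG2 was 2.48-fold (2.35 to 2.62) higher and fell below the size rule in unscaled totals, at 1.85-fold, and in the mean over cells of each cell's CPM. KRT14 was 83.0-fold (74.2 to 93.2) lower and its partner keratin KRT5 49.3-fold (39.8 to 61.9) lower. Of 252 measured genes 25 were higher and 51 lower. The ABCB1 fold depends on few treatment-naïve cells, since the 89 of 4362 with more than 5 ABCB1 UMIs held 68.7% of that population's ABCB1 UMIs. Without them, a step that selects on ABCB1 itself, ABCB1 was 37.4-fold and NCAM1 20.3-fold higher, and ABCB1 was 39.3-fold higher in cells of at least 1000 UMIs that matched their own population best over the genes other than ABCB1 and ABCG2.

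The remaining genes at the top were the chemokine receptor gene CCR2 at 13.2-fold (5.70 to 37.3) on 6 and 59 UMIs, PTPRC at 10.03-fold (4.78 to 24.3), the cadherin gene CDH6 at 6.28-fold (5.75 to 6.88), C1QA at 6.14-fold (3.84 to 10.2), CDKN2A at 3.49-fold (2.23 to 5.60) and the T cell kinase gene LCK at 3.37-fold (2.64 to 4.33). MYB was 3.22-fold (2.63 to 3.95) higher, SLIT2 2.36-fold (2.20 to 2.52), FOXA1 2.18-fold (1.63 to 2.93) and UBE2C 2.12-fold (2.08 to 2.17). CD86 and IL17F, a cytokine gene, had 0 UMIs in resistant spheroids against 60 and 75 in treatment-naïve ones, which makes them at least 14.95-fold and at least 18.7-fold lower. CCND2 was 46.5-fold (25.1 to 97.4) lower, ALDH1A1 41.3-fold (22.3 to 86.5), FCRLA 36.7-fold (30.8 to 44.0), CXCL12 35.4-fold (30.3 to 41.7) and IGFBP3 33.9-fold (29.6 to 39.1). The transcription factor gene RUNX3 was 52.3-fold (14.2 to 436) lower on 140 and 2 UMIs and the T cell kinase gene ZAP70 34.8-fold (13.4 to 129) lower on 186 and 4. CDH3 was 22.4-fold (18.1 to 28.1) lower, DCN 9.32-fold (8.99 to 9.67), IGFBP5 5.37-fold (5.01 to 5.75), TP73 4.43-fold (3.97 to 4.95), COL3A1 3.85-fold (3.81 to 3.89) and IGFBP7 2.11-fold (2.08 to 2.13). Short of 2-fold were COL1A1 at 1.95-fold (1.92 to 1.99) and PDGFRB at 1.80-fold (1.76 to 1.84) lower, and CCNE2, SPHK1 and ITGA6 had log2 folds of 0.26, 0.18 and 0.19.

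Both transporters were higher (median log2 fold 2.46), and single members passed the rule among 15 G1/S genes (TYMS at 2.36-fold, 2.30 to 2.42, median 0.31, percentile 87.0) and 17 G2/M genes (UBE2C, median 0.49, percentile 99.2). No inflammatory gene was higher and 9 of 14 were lower (median -1.85, percentile 0.0100), such as CCL3 at 29.1-fold (20.9 to 41.7). As in attached cells 5 of 9 basal genes were lower and none higher (median -1.51, percentile 0.170), and 3 of 4 insulin-like growth factor binding genes were lower (median -1.75). Among mesenchymal genes 1 of 22 measured members was higher and 3 lower (median -0.32, percentile 7.50). The antigen presentation genes HLA-DRA, at 11.2-fold (5.25 to 28.6) on 105 and 7 UMIs, and CD74, at 13.3-fold (8.76 to 21.3), were lower in a list of 7 (median -0.91). In the luminal list 2 of 12 measured members were higher and 3 lower, among them CA12, a carbonic anhydrase, at 2.87-fold (2.82 to 2.92) lower, and the median of this list, 0.08, changed sign under another scaling, as did those of drug metabolism (0.15, 1 of 9 higher and 2 lower) and myeloid genes (0.14, 2 of 6 higher and 2 lower). Of 5 angiogenic factors 3 were higher and none lower (median 1.64, percentile 99.97). PDGFB alone passed the rule in the PDGF list (median 0.29), BCL2 (2.23-fold, 1.84 to 2.72 higher) and CDKN1A (2.26-fold, 2.23 to 2.30 lower) in the p53 list (median -0.41), and ALDH1A1 alone among stem cell markers (median -0.28). In the T and NK list 2 of 5 measured members were higher and 3 lower (median -1.81), and both B cell genes measured, TCL1A and FCRLA, were lower (median -3.39). TCL1A, on 52 and 13 UMIs, kept 23 treatment-naïve UMIs without the 89 cells, too few for the rule, and was 1.54-fold higher in cells that matched their own population best. From unscaled totals 12 genes were higher and 78 lower, which moved the share of higher genes from 32.9% to 13.3% of calls and the median log2 fold from 0.06 to -0.36. Giving every cell the same weight, by averaging each cell's own CPM, brought the log2 fold of ABCB1 from 3.60 down to 1.81.

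Doxorubicin-resistant spheroids combined more ABCB1, GPNMB and CXCL14 with less IGFBP3, CXCL12 and KRT14, much as in attached cells. ABCB1 was 21.7-fold (20.9 to 22.5) higher than in treatment-naïve spheroids, ABCG2 2.59-fold (2.46 to 2.72), GPNMB 23.5-fold (21.6 to 25.6) and CXCL14 46.6-fold (25.8 to 94.0), the last on 11 and 478 UMIs. IGFBP3 was 51.1-fold (44.0 to 59.7) lower, CXCL12 43.1-fold (36.9 to 50.6) and KRT14 42.4-fold (39.5 to 45.7). Of 260 measured genes 43 were higher and 45 lower. Without the same 89 treatment-naïve cells ABCB1 was 67.0-fold, GPNMB 39.8-fold, NCAM1 24.99-fold and TCL1A 35.9-fold higher, and in cells that matched their own population best ABCB1 was 73.4-fold and FCGR3A 4.47-fold higher, the latter on too few UMIs for the rule.

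STK32B was 26.9-fold (19.5 to 38.0) higher, C1QA 19.5-fold (12.7 to 31.4), the Fc receptor gene FCGR3A 17.4-fold (9.21 to 36.9) on 10 and 162 UMIs, CCL4 17.0-fold (12.1 to 24.6), TCL1A 16.4-fold (12.4 to 22.1), NCAM1 15.3-fold (12.7 to 18.5) and CCR2 15.02-fold (6.62 to 42.1). PDGFB was 7.51-fold (5.93 to 9.61) higher, FOXA1 3.71-fold (2.88 to 4.84), MYB 3.48-fold (2.87 to 4.25), UBE2C 2.56-fold (2.51 to 2.61) and SPHK1 2.33-fold (2.27 to 2.40). CCND2 was 41.4-fold (24.5 to 76.2) lower, ALDH1A1 30.3-fold (18.7 to 52.4), the prostaglandin synthase gene PTGDS 20.5-fold (9.72 to 51.9), FCRLA 16.5-fold (14.8 to 18.4), COL3A1 16.0-fold (15.7 to 16.3), the growth factor receptor gene FGFR4 15.6-fold (13.3 to 18.4) and IL17F 17.5-fold (6.55 to 65.8) on 75 and 4 UMIs. DCN was 8.85-fold (8.57 to 9.14) lower, CDH3 8.46-fold (7.49 to 9.58), PDGFRB 3.33-fold (3.25 to 3.42), IGFBP5 2.95-fold (2.81 to 3.10), TP73 2.74-fold (2.53 to 2.98) and IGFBP7 2.59-fold (2.56 to 2.63). COL1A1 was 1.66-fold (1.63 to 1.68) lower, short of the rule, and SLIT2, CCNE2 and ITGA6 had log2 folds of 0.02, 0.28 and 0.46.

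Cell cycle genes were on the higher side. In the G1/S list 5 of 15 measured members were higher and 0 lower (median 0.85, percentile 99.4), led by TYMS at 3.51-fold (3.44 to 3.59) and CDCA7 at 3.04-fold (2.88 to 3.22), and in the G2/M list 4 of 17 measured members were higher and 0 lower (median 0.87, percentile 99.9), with CCNB1, the mitotic cyclin, at 2.40-fold (2.36 to 2.43). Both transporters were higher (median 2.91). No mesenchymal gene was higher and 6 of 22 were lower (median -0.49, percentile 0.290), and 5 of 9 basal genes were lower with none higher (median -1.46, percentile 0.0650). Inflammatory genes were split, with 8 of 17 lower and 4 higher (median -0.94, percentile 0.250). In the luminal list 5 of 14 measured members were higher and 2 lower (median 0.48, percentile 88.0), with the adhesion gene EPCAM at 4.67-fold (2.58 to 9.05) on 14 and 61 UMIs. Of the insulin-like growth factor binding genes 3 of 4 were lower (median -1.47), and of the angiogenic factors ESM1 (13.6-fold, 12.5 to 14.7) and PDGFB were higher (median 0.75). No member passed the rule among 9 p53 and apoptosis genes (median 0.20). The medians of further lists changed sign under another scaling. These were drug metabolism (0.13, 1 of 9 higher and 1 lower), interferon and antigen presentation (-0.08, 1 of 7 lower), PDGF (0.01, PDGFB higher and PDGFRB lower), stem cell markers (0.19, CD24 at 4.16-fold, 3.98 to 4.35 and ALCAM at 2.65-fold (2.51 to 2.81) higher, ALDH1A1 lower), T and NK markers (-0.11, 2 of 4 higher and 2 lower) and B cell markers (-0.00343, 1 of 2 higher and 1 lower). Of 7 myeloid genes 3 were higher and 2 lower (median -0.27). Unscaled totals gave 38 higher and 53 lower genes and a median log2 fold of 0.09 in place of 0.19. With each cell's own CPM averaged, the log2 fold of ABCB1 was 2.76 in place of 4.44.

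**Figure D1:**
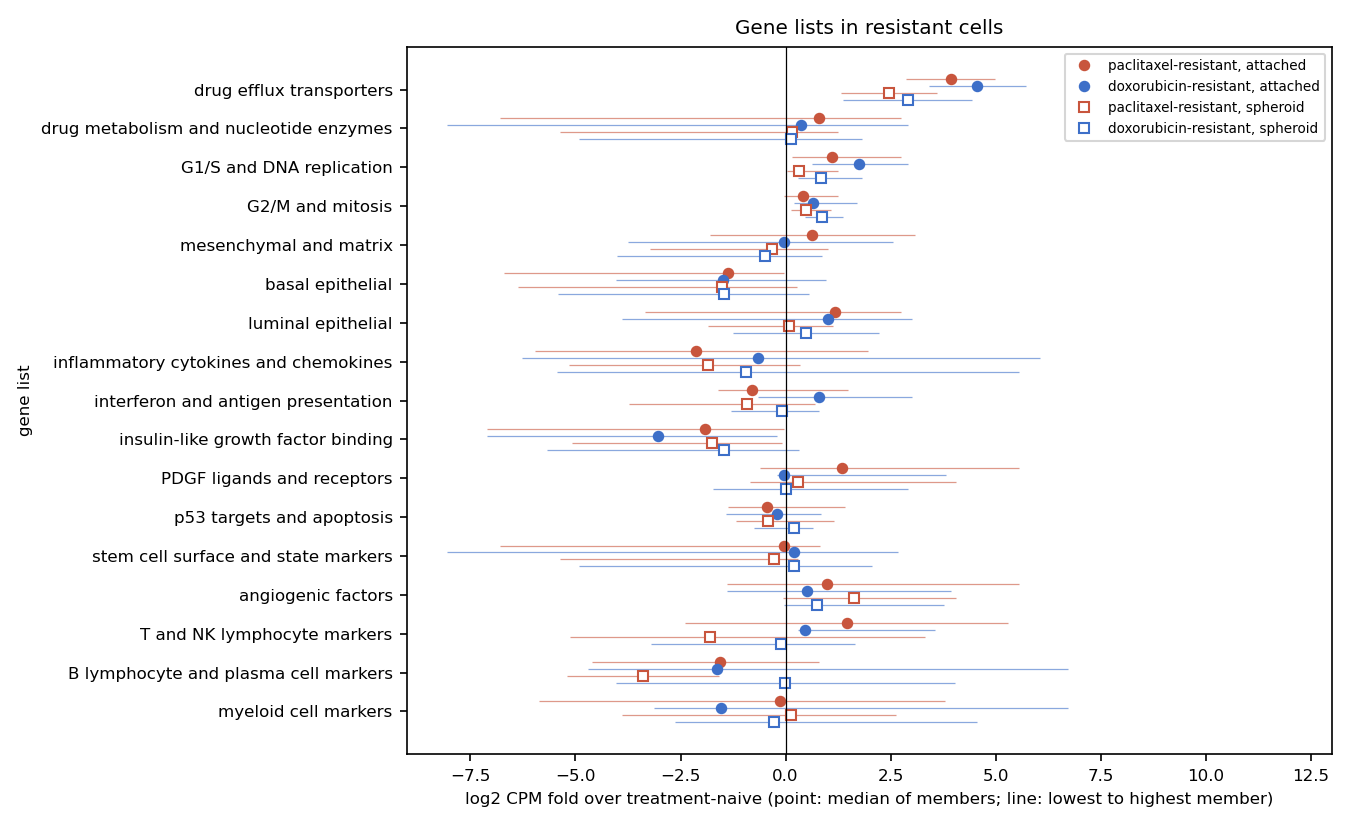
Log2 fold by CPM of resistant over treatment-naïve cells (horizontal axis) for each gene list (vertical axis), with filled points for attached and open points for spheroid populations. Points are medians of the measured members and lines run from the lowest to the highest member, and the basal epithelial medians lie between -1.51 and -1.37 in all 4 comparisons.

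Next the drugs and the cultures were set side by side. In attached cells 38 genes were higher and 51 lower for both drugs among 260 genes measured in both, where independent lists of the same sizes would share 11.6 and 15.5, and 2 genes, HLA-DRB1 and TNF, chosen for naming after their values were seen, went opposite ways. In spheroids 17 genes were higher and 35 lower for both drugs among 250, where independent lists would share 3.13 and 9.18, and 3 genes (CCNA1, CD3D and TCL1A, also named after their values were seen) went opposite ways, TCL1A with the limit given above. Both folds of a pair use the same treatment-naïve cells, so part of the excess may come from them. The 100 draws kept these fixed and cannot measure that part. They gave 0 shared calls on average and covariances of log2 folds of -2.73e-05 (attached) and -0.000119 (spheroids), beside 3.26 and 2.02 observed. Across genes, which are not independent replicates, Pearson's r between the drugs was 0.864 in attached cells and 0.809 in spheroids. Between cultures, where no library is shared, 16 genes were higher and 36 lower in both for paclitaxel among 243, against 4.26 and 11.2 for independent lists, and Spearman's rho across genes was 0.710. For doxorubicin 29 were higher and 31 lower in both among 252, against 9.29 and 9.11, with a rho of 0.779. In all 4 comparisons 11 genes were higher, the largest smallest folds being those of NCAM1 (12.4), ABCB1 (12.1), PDGFB (7.51), ESM1 (3.36) and MYB (3.22), and 24 were lower, led by CCND2 (41.4), CXCL12 (35.4), IGFBP3 (33.9), ALDH1A1 (30.3) and KRT14 (16.5). In unscaled totals, 6 of these 11 genes stayed past the rule in all 4 comparisons (ABCB1, CDH6, ESM1, MYB, NCAM1 and PDGFB). The genes higher for both drugs in spheroids then numbered 10, and those higher in both cultures with paclitaxel 9.

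**Figure D2:**
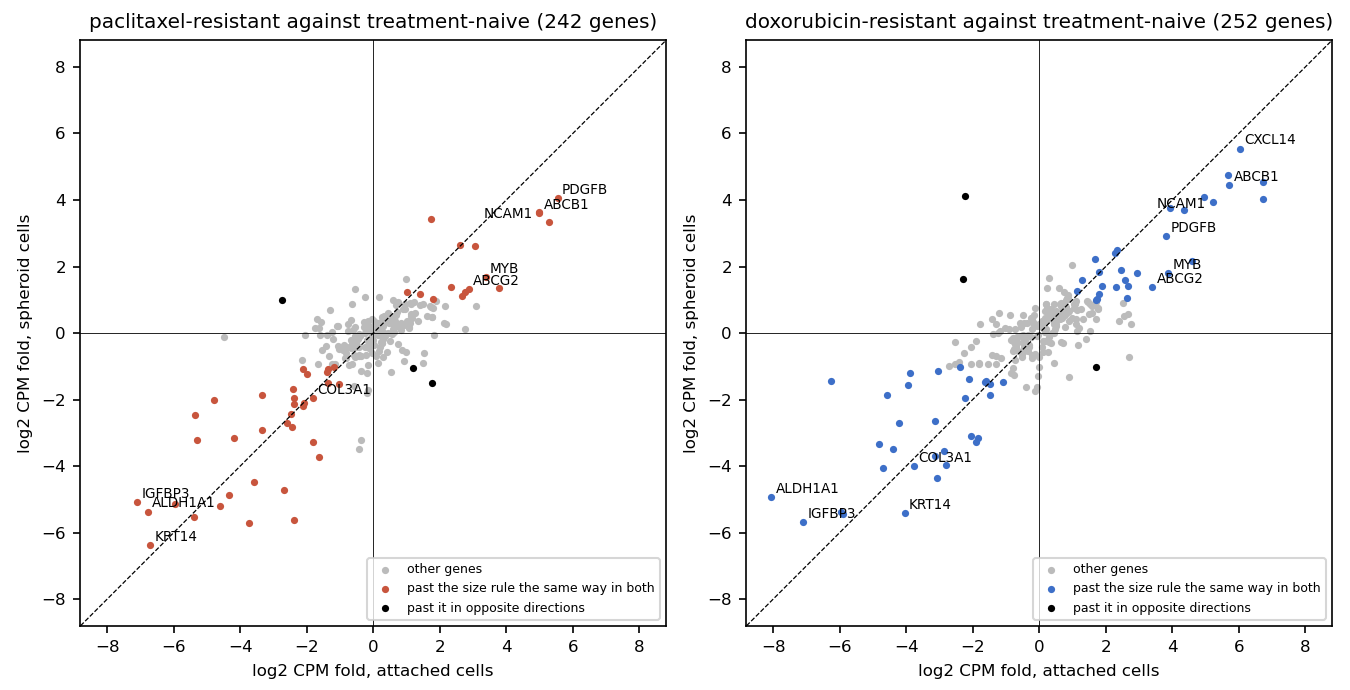
Log2 fold by CPM against treatment-naïve cells in spheroids (vertical axis) and in attached cells (horizontal axis) for paclitaxel-resistant (242 genes) and doxorubicin-resistant cells (252 genes). Each point is a gene measured in both cultures, and most points lie on the same side of 0 in both, with a Spearman's rho across genes of 0.710 and 0.779.

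Compared directly, doxorubicin-resistant cells had more transcript of chemokines and antigen presentation genes than paclitaxel-resistant cells, and less COL3A1 and MME. In attached cells TCL1A was 92.5-fold (39.4 to 286) higher, CCL4 68.3-fold (31.2 to 187), STK32B 28.7-fold (21.4 to 39.5), CD244 77.9-fold (21.3 to 648) on 2 and 196 UMIs and HLA-DQB1 79.5-fold (13.9 to 3169.7) on 1 and 100. MME was 7.03-fold (6.38 to 7.76) lower, S100A8 4.43-fold (3.38 to 5.88), the adhesion gene VCAM1 4.34-fold (4.12 to 4.56), the integrin gene ITGAX 4.03-fold (3.21 to 5.09) and COL3A1 3.87-fold (3.74 to 4.01). In spheroids FCGR3A was 129.9-fold (23.0 to 5161) higher on 1 and 162 UMIs, CCL4 74.0-fold (33.8 to 203), TCL1A 49.0-fold (28.5 to 92.5), CXCL14 27.4-fold (16.2 to 50.5) and RUNX3 27.3-fold (7.26 to 229.6) on 2 and 68, while MME was 13.9-fold (11.8 to 16.6) lower, PTPRC 4.40-fold (2.53 to 8.05), COL3A1 4.16-fold (4.08 to 4.25), S100A4 2.70-fold (2.68 to 2.72) and ITGAX 2.66-fold (1.85 to 3.88). Past the rule were 36 higher and 26 lower genes of 261 in attached cells, and 32 higher and 12 lower of 251 in spheroids. In both cultures 20 genes were higher, the largest smallest folds being 68.3 for CCL4, 49.0 for TCL1A, 22.7 for CD244, 18.6 for STK32B and 17.1 for CXCL14, and 8 were lower, led by MME (7.03), COL3A1 (3.87), PTPRC (3.31), S100A4 (2.70) and ITGAX (2.66). The median log2 fold was 0.11 by CPM and 0.44 from unscaled totals in attached cells, and 0.26 and 0.58 in spheroids, and unscaled totals raised the share of higher genes from 58.1% to 73.4% and from 72.7% to 89.7% of calls. By CPM, ABCB1 had a log2 fold of 0.73 in attached cells and 0.84 in spheroids, and ABCG2 0.53 in attached cells, whereas its 0.06 in spheroids changed sign with the scaling. With median-of-ratios size factors the genes lower in both cultures numbered 14.

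Spheroids were compared with attached cells of the same population, a comparison in which culture form, medium and cartridge differ together. In treatment-naïve cells LCK was 176-fold (30.9 to 7033) higher in spheroids on 1 and 93 UMIs, IL17F 142-fold (24.7 to 5686) on 1 and 75, KRT5 125-fold (101 to 157), the proapoptotic gene BAD 83.2-fold (72.0 to 96.5) and ZAP70 70.5-fold (29.7 to 219.6). The costimulatory receptor gene TNFRSF9 was 33.1-fold (12.8 to 123) lower, CD24, a surface glycoprotein, 15.7-fold (15.1 to 16.3), the growth factor gene AREG 15.2-fold (14.5 to 15.9), IGFBP5 12.7-fold (12.4 to 13.1) and the keratin gene KRT81 9.68-fold (7.09 to 13.5). In paclitaxel-resistant cells BAD was 109.6-fold (93.3 to 129) higher, S100A9 108-fold (104 to 112), the cytokine gene TNF 56.4-fold (33.0 to 104), LCK 43.2-fold (25.7 to 78.4) and MLPH 41.1-fold (24.0 to 76.6), and CD24 was 26.0-fold (24.6 to 27.6) lower, CXCL14 13.6-fold (8.05 to 25.1), IGFBP5 12.4-fold (11.6 to 13.3), HLA-DRA 12.1-fold (5.77 to 30.4) and the Wnt antagonist gene DKK1 11.8-fold (6.15 to 26.1). In doxorubicin-resistant cells S100A9 was 403-fold (384 to 423) higher, LCK 106-fold (44.7 to 331), BAD 99.3-fold (87.6 to 113), MLPH 93.8-fold (53.1 to 183) and the receptor gene NOTCH1 50.6-fold (38.9 to 66.9), and HLA-DRB1 was 53.5-fold (24.5 to 146) lower, TNFRSF9 17.0-fold (6.53 to 63.0), HLA-DRA 15.4-fold (11.9 to 20.3), HLA-DQB1 11.9-fold (3.97 to 58.8) and DKK1 10.1-fold (7.12 to 14.9). In all 3 populations 26 genes were higher, the largest smallest folds being 83.2 for BAD, 43.2 for LCK, 33.1 for NOTCH1, 26.3 for TRAC and 14.6 for MLPH, and 17 were lower, led by CD24 (7.41), CXCL14 (6.00), KRT81 (3.91), FOXA1 (3.07) and TP73 (2.67). The rule was passed by 48 higher and 64 lower genes of 264 in treatment-naïve cells, 37 and 62 of 255 in paclitaxel-resistant cells, and 48 and 42 of 268 in doxorubicin-resistant cells. The genes higher in all 3 populations numbered 13 in unscaled totals and 16 in mean UMIs per cell, and the lower ones 135 and 76, or 4 (CD24, CXCL14, KRT81 and FOXA1) with median-of-ratios size factors.

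Since the median log2 fold of all genes was -0.32, -0.42 and -0.35 by CPM, list medians are best read beside those values. G2/M genes had medians of -1.06, -1.13 and -0.88 with 10, 12 and 4 of 17 lower and none higher, whereas mesenchymal and matrix genes had medians of 0.86, -0.03 and 0.36 at the percentiles 100, 97.6 and 99.9 of random lists. In unscaled totals, where every fold is lower by the ratio of the UMI totals, all 3 of these mesenchymal medians lie below 0. The insulin-like growth factor binding list was at -1.55, -1.20 and -0.70, and the T and NK markers, on at most 491 UMIs each, at 5.75, 5.20 and 2.67. In doxorubicin-resistant cells 5 of 9 interferon and antigen presentation genes were lower and 1 higher in spheroids (median -1.78, percentile 0). The median of unscaled folds was -1.24, -1.89 and -1.83, and unscaled totals gave 30 higher and 156 lower genes, 18 and 207, and 22 and 203, so higher genes made up 16.1%, 8.00% and 9.78% of calls in place of 42.9%, 37.4% and 53.3%.

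The efflux pumps were also counted per cell, because the study asked whether strong expression of them already exists in rare treatment-naïve cells. In attached treatment-naïve cells ABCB1 stood at 146 (141 to 151) CPM, and 36.7% (35.4 to 38.0) of cells had at least 1 UMI but 34 of 5305 cells, 0.641% (0.444 to 0.894), had more than 5. In paclitaxel- and doxorubicin-resistant attached cells ABCB1 reached 4648 (4621 to 4676) and 7691 (7659 to 7723) CPM. There 93.1% (92.4 to 93.7) and 88.4% (87.7 to 89.2) of cells had at least 1 UMI, and 66.9% (65.7 to 68.1) and 64.5% (63.4 to 65.7) had more than 5. ABCG2 was at 126 (121 to 131), 919.8 (908 to 932) and 1329 (1316 to 1343) CPM in the same order. At least 1 UMI of ABCG2 was found in 30.9% (29.6 to 32.1), 82.3% (81.3 to 83.3) and 88.2% (87.4 to 88.9) of attached cells and more than 5 in 0.735% (0.523 to 1.00), 22.0% (20.996 to 23.1) and 36.7% (35.5 to 37.8), which for treatment-naïve cells is 39 cells.

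In spheroids ABCB1 was at 286 (277 to 296), 3472 (3433 to 3512) and 6211 (6164 to 6259) CPM, with at least 1 UMI in 18.7% (17.6 to 19.9), 60.1% (58.5 to 61.6) and 67.2% (65.7 to 68.7) of cells. More than 5 UMIs of ABCB1 were found in 89 of 4362 treatment-naïve spheroid cells, 2.04% (1.64 to 2.505), and in 27.8% (26.4 to 29.2) and 38.8% (37.3 to 40.4) of the resistant ones. ABCG2 was at 185 (178 to 194), 460.0 (446 to 475) and 480.0 (467 to 493) CPM in spheroids, with at least 1 UMI in 19.0% (17.8 to 20.2), 34.7% (33.2 to 36.3) and 40.8% (39.2 to 42.3) and more than 5 in 2.02% (1.62 to 2.48) (88 cells), 4.67% (4.01 to 5.39) and 6.94% (6.15 to 7.80) of cells. With every cell of at least 254 UMIs thinned to that depth, ABCB1 was seen in 3.51% (3.03 to 4.04), 51.1% (49.9 to 52.4) and 53.001% (51.8 to 54.2) of attached cells and in 5.58% (4.80 to 6.44), 37.7% (35.8 to 39.5) and 44.8% (43.0 to 46.6) of spheroid cells. ABCG2 at that depth was seen in 3.37% (2.90 to 3.90), 20.03% (19.0 to 21.1) and 26.1% (25.1 to 27.2) of attached and 3.97% (3.32 to 4.72), 8.70% (7.66 to 9.83) and 9.06% (8.07 to 10.1) of spheroid cells. No other cell type was present as a background, so lymphocyte genes in the same attached treatment-naïve cells (median 3710 UMIs) serve for comparison, where the T cell genes CD3E and CD8A were seen in 0.0566% and 0.0189% of cells, PTPRC in 0.0943%, the B cell gene CD79A in 1.49% and CD3D in 1.75%. In treatment-naïve spheroids (median 1538.5 UMIs) the T cell receptor gene TRAC was seen in 5.82% and CD79A in 0.757% of cells. These background genes, apart from PTPRC, CD3D and TRAC, were chosen for naming after their values were seen. FCRLA, though a lymphocyte gene, was seen in 82.6% of attached and 27.3% of spheroid treatment-naïve cells, too many to serve as background.

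**Figure D3:**
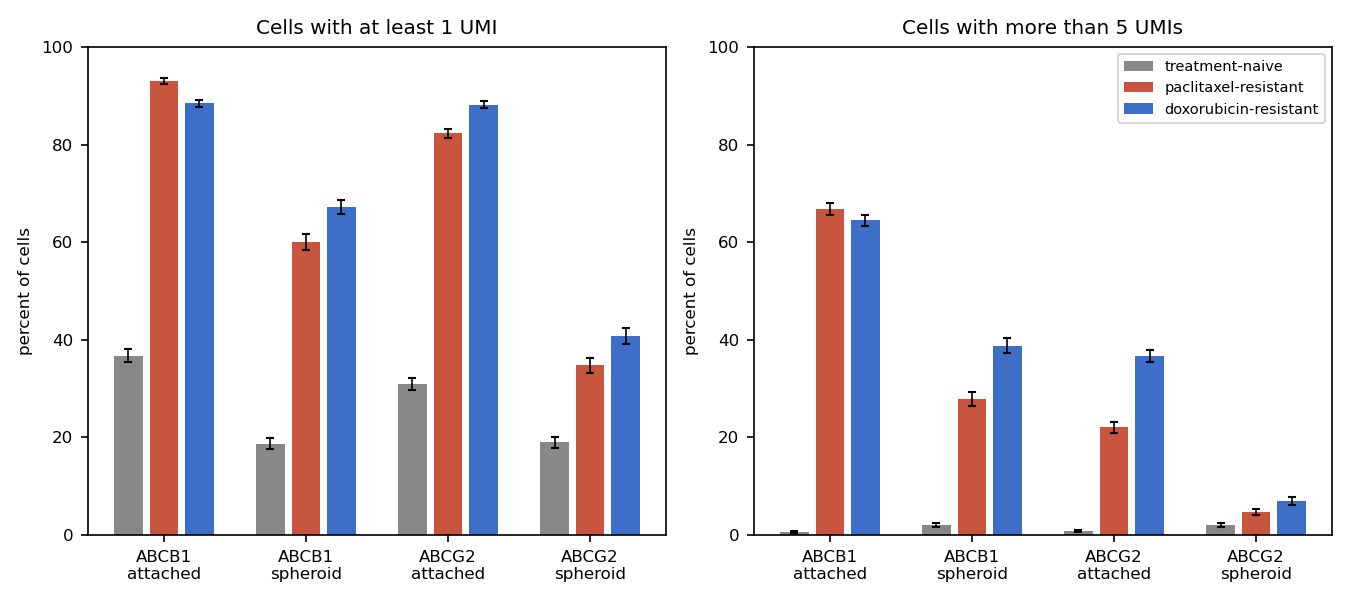
Percentage of cells with at least 1 UMI and with more than 5 UMIs of ABCB1 and ABCG2 in the 6 populations. Bars are shares of all cells with exact 95% binomial intervals, and more than 5 UMIs of ABCB1 were found in 0.641% of attached and 2.04% of spheroid treatment-naïve cells.

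The markers of epithelial and mesenchymal state behaved unlike one another. COL3A1 was at 1965 (1946 to 1983), 565 (555 to 574) and 146 (142 to 150.3) CPM in attached treatment-naïve, paclitaxel- and doxorubicin-resistant cells, and at 17213 (17136 to 17289), 4473 (4428 to 4518) and 1074 (1054 to 1094) in spheroids. PDGFRB, the receptor for PDGFB, was at 463 (454 to 472), 884 (872 to 896) and 419.7 (412 to 427) CPM in attached cells and at 2536 (2507 to 2566), 1410.2 (1385 to 1436) and 761 (744 to 778) in spheroids. The epithelial marker CDH3 was at 129.9 (125 to 135), 10.8 (9.52 to 12.2) and 31.3 (29.3 to 33.4) CPM in attached cells. TP73 was at 629 (619 to 640.0), 121 (117 to 126) and 209 (204 to 215) CPM. ITGA6 stayed between 1396 and 3106 CPM in all 6 populations, and COL1A1 between 1874 and 4642.

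Within attached populations, where the study asked how the resistant cells spread over cell states, clustering without those 6 markers and without cell cycle genes still found clusters set apart by them. The treatment-naïve cells fell into 10 clusters, of which cluster 5 (492 cells, 9.27% of the population (95% interval 8.51 to 10.1)) was highly mesenchymal-like. It was defined by MLPH, DCN and RUNX3, and of the left-out markers COL3A1 was 14.99-fold higher than in the other cells of the population, PDGFRB 11.8-fold and COL1A1 5.65-fold, while TP73, CDH3 and ITGA6 had only 88.1, 5.87 and 232 CPM. Cluster 9 (174 cells, 3.28% of the population (95% interval 2.82 to 3.80)) was epithelial-like, defined by KRT14 and AREG, with ABCG2, SFN and KRT17 also among its leading genes, and the left-out marker CDH3 was 8.58-fold higher in it. The other left-out epithelial markers stayed near the level of the other cells there (TP73 1.10-fold, ITGA6 1.16-fold), so the name rests on CDH3 and the keratins. They were higher in cluster 0 (16.0% of the population, TP73 2.03-fold, ITGA6 1.82-fold) and, for ITGA6, in cluster 2 (14.7%, 1.72-fold), where COL3A1 was 8.63-fold and 21.9-fold lower than in the other cells. Both are left unnamed, although these markers lean to the epithelial side too. Clusters 3 and 4 held cycling cells, although the cell cycle genes were left out, with CENPA 4.08-fold and 2.56-fold higher. Cluster 7 was led by FCGR3A, ANGPT1, CCL5 and IL7R and stays unnamed. The paclitaxel-resistant cells fell into 12 clusters. Cluster 0 (855 cells, 14.5% of the population (95% interval 13.6 to 15.4)), led by ESR1, CD14 and ITGAX, and cluster 1 (586 cells, 9.94% of the population (95% interval 9.19 to 10.7)), led by DCN, CCL5 and ITGB2, had the highest COL1A1 and PDGFRB levels among clusters above 100 cells, with 3430.4 and 3822 CPM of COL1A1 and 1523 and 1734 CPM of PDGFRB. Clusters 5, 6 and 10 held cycling cells, with CENPA 4.42-fold, 2.72-fold and 2.61-fold higher, and cluster 11 (68 cells), with a median UMI count at 37.5% of the population's, stays unnamed. The doxorubicin-resistant cells fell into 11 clusters. Cluster 6 (583 cells, 8.29% of the population (95% interval 7.66 to 8.96)), defined by DCN, CD244 and C4A, was highly mesenchymal-like, with COL3A1 4.41-fold, PDGFRB 3.69-fold and COL1A1 3.62-fold higher. Cluster 9 (511 cells, 7.27% of the population (95% interval 6.67 to 7.90)) was led by KRT14, AKR1C1 and AREG and had CDH3 8.04-fold higher, with TP73 2.98-fold and ITGA6 1.78-fold higher and COL1A1, COL3A1 and PDGFRB at 680.4, 44.9 and 119 CPM, below the other cells. These left-out markers point to the epithelial side, but the cluster is left unnamed because few of its leading genes are epithelial. Cluster 1 (899 cells, 12.8% of the population (95% interval 12.01 to 13.6)) was defined by the antigen presentation genes HLA-DQB1, HLA-DRB1, HLA-DRA and CD74, cluster 2 held cycling cells (CENPA 3.05-fold higher), and cluster 10 (131 cells) was defined by the chemokine genes CCL4, CCL3 and CCL5. ABCB1, which took part in the clustering, ranged from 2866 CPM in cluster 9 to 13221 CPM in cluster 0 of the doxorubicin-resistant cells. The genes that define clusters were named after their values were seen, cluster sizes are not compared between populations, and other resolutions gave 5 to 19, 4 to 23 and 8 to 23 clusters for the populations in the order above.

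**Figure D4:**
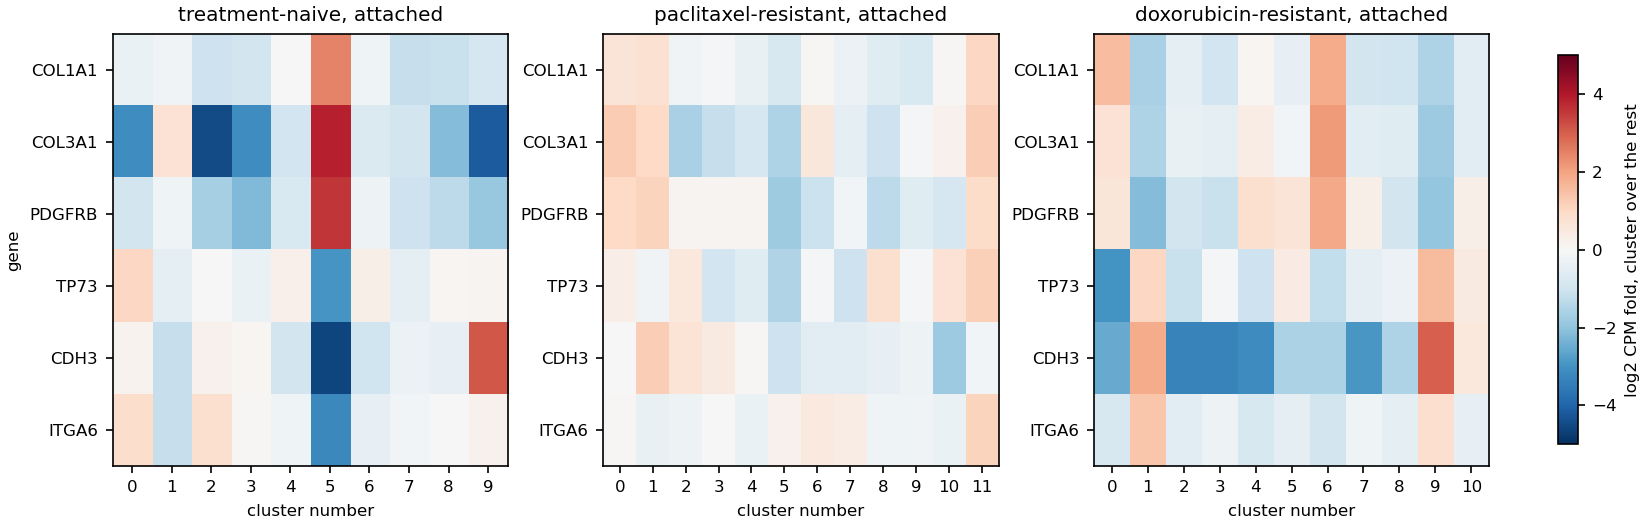
Log2 fold by CPM of each cluster over the other cells of its attached population (colour) for COL1A1, COL3A1, PDGFRB, TP73, CDH3 and ITGA6, with clusters numbered from the largest (0). Treatment-naïve cluster 5 has COL3A1 14.99-fold and PDGFRB 11.8-fold higher, and cluster 9 has CDH3 8.58-fold higher.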

Values the study reported

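The study described a panel of 389 genes and 18,233 attached cells, of which 12,082 remained after quality control. In treatment-naïve cells a highly mesenchymal cluster was reported to hold 9% of the population, in paclitaxel-resistant cells 28.6% and in doxorubicin-resistant cells 24.3%. Clusters described as epithelial-like or at the epithelial end were given as 37% of treatment-naïve cells, 18.8% of paclitaxel-resistant cells and 6.9% and 4.9% of doxorubicin-resistant cells. For attached cells the study counted 42 genes as upregulated with paclitaxel resistance and 55 with doxorubicin resistance, and 52 and 50 as downregulated, and for spheroids 22 and 60 as upregulated and 44 and 37 as downregulated. ABCB1 was given as 30- and 50-fold upregulated in attached paclitaxel- and doxorubicin-resistant cells, with expression in 92.6% and 87.4% of them. ABCG2 was given as about 7- and 10-fold higher, in 80.7% and 87.3% of those cells. Among attached treatment-naïve cells, 34.8% were reported to express ABCB1 and 28.2% ABCG2, and 0.8% and 0.7% to have more than 5 counts. In spheroids the study gave 11- and 23-fold for ABCB1 (84.9% and 80.7% of paclitaxel- and doxorubicin-resistant cells) and about 3-fold for ABCG2 (57.9% and 56%). More than 5 counts were reported in 3.4% of treatment-naïve spheroid cells for ABCB1 and 2.3% for ABCG2.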

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

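Among the tests reported in this part, 3 on attached ABCB1-high cells (their profile, thinning to 254 UMIs and the mean level of free RNA) were set before the result was seen. Of these the thinning left 0 high cells and the mean level did not decide, so the expected numbers of cells and the thinning to 1000 UMIs, like all tests on spheroids and on smaller folds, were chosen only afterwards.

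6 contrasts drew attention because a gene past the size rule in both cultures moved in opposite directions, and the difference between cultures was not tested. Each direction also shows in the unscaled UMIs given here, listed as treatment-naïve and then resistant, but not each call: ICOSLG in paclitaxel-resistant spheroids is under the size rule in unscaled totals, in mean UMIs per cell and with median-of-ratios size factors, and TNF in doxorubicin-resistant spheroids is under it in mean UMIs per cell. The intervals of ICOSLG (1.70 to 2.38), NAT1 (1.21 to 3.62) and TNF (1.85 to 2.19) in those spheroids reach below 2-fold. NAT1 there was under the size rule without the treatment-naïve cells of more than 5 ABCB1 UMIs, and FCGR3A in doxorubicin-resistant spheroids was 4.47-fold higher, on too few UMIs for the rule, in cells of at least 1000 UMIs that matched their own population best. With paclitaxel resistance the complement gene C4A had a log2 fold of 1.76 in attached cells (3068 and 11364 UMIs) and -1.50 in spheroids (6640 and 1757). ICOSLG, a costimulatory ligand gene, had -2.74 in attached cells (293 and 48) and 1.01 in spheroids (237 and 356). The acetyltransferase gene NAT1 had 1.21 (55 and 139) and -1.04 (55 and 20). With doxorubicin resistance the Fc receptor gene FCGR3A had -2.22 in attached cells (119 and 35) and 4.12 in spheroids (10 and 162). ICOSLG had -2.30 (293 and 82) and 1.63 (237 and 684), and TNF 1.71 (55 and 248) and -1.01 (1747 and 809).

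In attached treatment-naïve cells, 34 of 5305 held more than 5 ABCB1 UMIs. Resistant cells under a wrong tag, or doublets with them, would carry other resistant-cell transcripts. Over 10 genes at least 5-fold higher in both resistant populations the high cells lay a median -0.00815 of the way from other treatment-naïve cells to the resistant level (quartiles -0.0373 to 0.0262). Their KRT14 stood at 3081 CPM against 3615 in the other treatment-naïve cells and 34.6 and 219 in the resistant populations, and 4 of them (11.8%) matched a resistant profile best against 5.56% of the rest. Fitted per cell as a mixture, however, their median resistant share was 0.15 against 0.05, with 16 of them (47.1%) between 0.2 and 0.8 against 34.2%, so doublets stay open for part of them. Depth alone would give 1.20 high cells at each cell's own UMI total (at most 4), and 8 cells in one random draw and 0.0943% of cells (5 cells) in another stayed above 5 UMIs when thinned to 1000, where an even level allows 0. Free RNA spread evenly would give 0.189 high cells, although it stays open for low ABCB1 counts, since 0.591 UMIs per treatment-naïve cell (0.570 to 0.612) lie within the 0.0797 to 0.755 that TCL1A, the gene with the lowest ratio to resistant cells, leaves room for. An ABCB1-high state within the treatment-naïve population may therefore account for many of these cells, as a hypothesis found and tested on the same data, with no biological explanation tested.

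In treatment-naïve spheroids, the 89 of 4362 cells above 5 ABCB1 UMIs held 68.7% of that population's ABCB1 UMIs. Depth alone would give 33.7 (at most 46), a figure their own UMIs inflate, and free RNA spread evenly 0.539, so neither accounts for all. Resistant cells under a wrong tag, or doublets with them, stay a candidate explanation, because the high cells lay a median 0.716 of the way to the resistant level over 5 genes (quartiles 0.398 to 0.741) and 66 of them (74.2%) matched a resistant profile best, against 20.03% of the other cells with at least 1000 UMIs. That median is the value of CCR2 on 2 UMIs (95% interval 0.0415 to 2.72), and the genes with more UMIs gave 0.741 (ESM1, 199 UMIs), 0.905 (NCAM1, 49 UMIs) and 0.336 (PDGFB, 12 UMIs). Fitted as a mixture, 55 of the 89 (61.8%) had a resistant share above 0.8 against 8.54% of the others, and 32.6% against 40.8% lay between 0.2 and 0.8, which goes with whole resistant cells more than with doublets. Treatment-naïve transcripts were partly lower, with IGFBP3 at 445 CPM against 856, COL3A1 at 8881 CPM against 17492 and CCL5 at 3240.3 CPM against 8241 in the other treatment-naïve cells, but KRT14, which whole resistant cells alone would have lost, stood at 2793 CPM against 3033 in the other treatment-naïve cells and 36.4 and 71.3 in the resistant populations, and IL1B at 5256 CPM against 6385 in the other treatment-naïve cells and 1560.5 and 2896 in the resistant populations. Whether they are wrongly tagged cells, doublets, a mixture of both kinds or treatment-naïve cells of a resistant-like state stays open, and no biological explanation was tested.

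Resistance folds were smaller in spheroids, where genes past the size rule in attached cells and measured in spheroids had a median ratio of spheroid to attached log2 fold of 0.449 (47 genes) and 0.716 (59 genes) with paclitaxel and of 0.589 (60 genes) and 0.562 (56 genes) with doxorubicin resistance (higher and lower genes). Choosing the genes by their attached folds lowers these ratios by itself to an extent that was not measured. Against barcodes under 1000 UMIs with mixed RNA as the main cause, leaving these out closed 0.0307 of the gap to a ratio of 1. Cells of 1 population under the tag of another could contribute, since cells of at least 1000 UMIs that match their own population best closed 0.254 of it, but this cannot be told apart from the selection itself, which favours larger folds. Culture form, medium and cartridge changed together, so each stays open, and no biological explanation was tested.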

How the results depend on the processing

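Among the alternatives, leaving out cells above the 99th percentile of UMIs, thinning to 1000 UMIs, the scalings of the shared gene counts, leaving out treatment-naïve cells of more than 5 ABCB1 UMIs and keeping cells of at least 1000 UMIs that match their own population best were chosen after the data had been examined, and this part reports no other tests of that kind. None of the log2 folds of ABCB1 and ABCG2 against treatment-naïve cells reversed its direction under the alternatives run. The counts of genes past the size rule stayed within 1.5 times the reported count in 142 of 166 alternatives and left it in 24. Counts of genes shared between comparisons stayed so in 33 of 42 and left it in 9. List medians stayed within their interval in 131 of 136 and left it in 5. Some medians near 0 changed sign inside that interval. With mean UMIs per cell these were the mesenchymal and PDGF lists in doxorubicin-resistant attached cells, the metabolism, luminal and myeloid lists in paclitaxel-resistant spheroids and the interferon, T and NK and B lymphocyte lists in doxorubicin-resistant spheroids, and with median-of-ratios size factors the metabolism, PDGF and stem cell lists in doxorubicin-resistant spheroids. Cluster numbers stayed within 1.5 times the reported number in 7 of 12 alternatives. The log2 folds of ABCB1 left their counting interval in 41 of 56 alternatives and those of ABCG2 in 25 of 56, shares of cells with at least 1 UMI in 34 of 60 and shares above 5 UMIs in 59 of 84. In attached cells the ABCB1 log2 fold ranged from 4.82 to 5.20 with paclitaxel and from 5.54 to 6.18 with doxorubicin resistance, and that of ABCG2 from 2.82 to 3.08 and from 3.29 to 3.86. For spheroids the ranges were 1.81 to 5.30 and 2.76 to 6.20 for ABCB1, both lowest in the mean over cells of each cell's CPM and highest in cells that match their own population best, and 0.89 to 1.73 and 1.03 to 1.82 for ABCG2. The small ABCG2 difference between doxorubicin- and paclitaxel-resistant spheroids, log2 0.06, ranged from -0.20 to 0.38 and has no settled direction.

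Unscaled totals shift every fold by the ratio of the UMI totals, which by construction moves genes from one side to the other. They gave 12 higher and 78 lower genes in paclitaxel-resistant against treatment-naïve spheroids. Between the resistant populations (doxorubicin against paclitaxel) they gave 17 lower genes in attached cells and 52 higher and 6 lower in spheroids. For spheroid against attached cells they gave 30 higher and 156 lower genes in treatment-naïve, 18 and 207 in paclitaxel-resistant and 22 and 203 in doxorubicin-resistant cells. Mean UMIs per cell shift every fold by the ratio of mean depths in the same way and gave 51 higher and 6 lower genes between the resistant spheroid populations. Across cultures they gave 129 lower genes in treatment-naïve, 22 higher and 149 lower in paclitaxel-resistant and 31 higher and 123 lower in doxorubicin-resistant cells. With them the G1/S median of paclitaxel-resistant spheroids was 0.11, and the G2/M median was 0.28 with paclitaxel and 0.97 with doxorubicin resistance. Median-of-ratios size factors gave 20 lower genes in doxorubicin- against paclitaxel-resistant spheroids and 33, 20 and 25 lower genes across cultures (treatment-naïve, paclitaxel- and doxorubicin-resistant), and in doxorubicin-resistant spheroids a G1/S median of 0.65 and a G2/M median of 0.67. For these too 1 factor per population moves all folds together. The genes shared between comparisons moved with these scalings. Unscaled totals gave 10 genes higher for both drugs in spheroids, 9 higher in both cultures with paclitaxel, 6 higher in all 4 resistant comparisons, and 13 higher and 135 lower across cultures in all 3 populations. Mean UMIs per cell gave 16 and 76 for the last of these, and median-of-ratios size factors 4 lower ones, as well as 14 lower with doxorubicin than with paclitaxel resistance in both cultures. The higher genes of paclitaxel-resistant spheroids numbered 38 in CPM without the 5 most abundant genes and 12 in the mean over cells of each cell's CPM, and the cause was not tested. Leiden resolution, which sets how finely cells are split, gave 5 treatment-naïve and 4 paclitaxel-resistant clusters at 0.5 and 19, 23 and 23 clusters (treatment-naïve, paclitaxel- and doxorubicin-resistant) at 2.0.

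Shares of cells depend by construction on the depth of each cell and on the threshold, and each triplet here is in the order treatment-naïve, paclitaxel-resistant and doxorubicin-resistant. Thinning to 254 UMIs left at least 1 ABCB1 UMI in 3.51%, 51.1% and 53.001% of attached and 5.58%, 37.7% and 44.8% of spheroid cells, and at least 1 ABCG2 UMI in 3.37%, 20.03% and 26.1% and 3.97%, 8.70% and 9.06%. More than 5 UMIs then remained for ABCB1 in 0%, 3.48% and 9.54% of attached and 0.320%, 1.97% and 6.42% of spheroid cells, and for ABCG2 in 0% of the cells of each of the 6 populations. With 1000 UMIs per cell, drawn at random apart from the draw behind the attached high cells described above, at least 1 ABCB1 UMI was found in 13.6%, 79.9% and 75.1% of attached and 8.85%, 68.6% and 68.3% of spheroid cells, and ABCG2 in 11.2%, 51.3% and 61.7% and 12.4%, 27.7% and 28.5%. At that depth more than 5 UMIs were found for ABCB1 in 0.0943%, 27.8% and 35.6% and 1.15%, 17.9% and 29.5%, and for ABCG2 in 0.0189%, 0.814% and 2.23% and 0.0410%, 0.231% and 0.156%. Unthinned spheroid cells with at least 1000 UMIs held at least 1 ABCB1 UMI in 20.6%, 83.4% and 80.6% and ABCG2 in 30.5%, 56.6% and 57.5%, and more than 5 in 3.11%, 46.8% and 54.1% and 3.60%, 8.09% and 10.2%. Of spheroid cells between the 10th and 90th percentile of UMIs, at least 1 ABCB1 UMI was found in 17.4% of treatment-naïve and 69.7% of doxorubicin-resistant cells, and at least 1 ABCG2 UMI in 16.7% of treatment-naïve and 32.0% of paclitaxel-resistant cells. More than 5 ABCB1 UMIs were found in 25.2% of these paclitaxel-resistant cells and more than 5 ABCG2 UMIs in 1.09%, 2.82% and 4.76%. In attached cells the same filter left at least 1 ABCG2 UMI in 89.5% of doxorubicin-resistant and more than 5 in 20.5% of paclitaxel-resistant cells. The threshold of more than 2 UMIs gave 4.11%, 81.0% and 75.1% of attached and 3.51%, 39.3% and 49.2% of spheroid cells for ABCB1, and 4.17%, 49.6% and 63.4% and 5.20%, 13.6% and 17.6% for ABCG2. More than 10 UMIs gave 0.207%, 49.2% and 52.1% and 1.12%, 18.5% and 28.9% for ABCB1, and 0.0377%, 6.43% and 15.2% and 0.527%, 0.880% and 1.75% for ABCG2.

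No paired analysis was possible because populations lack replicates and nothing links an attached to a spheroid culture. Depth limits what a count of 0 can exclude, since 3 counts correspond to 0.140, 0.128 and 0.102 CPM in the attached and 0.265, 0.355 and 0.285 CPM in the spheroid populations, in the same order.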

Other observations

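In this part the genes named first and the tests of cell profiles were chosen only after the values were seen. The genes past the size rule in all 4 resistant comparisons included, besides those the report names for this, CDH6 (2.68-fold), GPNMB (2.58-fold) and the ribonuclease gene RNASE4 (2.26-fold) among the higher ones, each with its smallest fold, but GPNMB and RNASE4 fell below the rule in paclitaxel-resistant spheroids in unscaled totals, and RNASE4 in doxorubicin-resistant spheroids with median-of-ratios size factors. Without treatment-naïve cells of more than 5 ABCB1 UMIs GPNMB was 4.37-fold higher in paclitaxel-resistant spheroids. The lower ones included the B-cell survival factor genes TNFSF13 (7.51-fold) and TNFSF13B (5.48-fold), the chemokine gene CCL5 (6.51-fold), FGFR4 (6.40-fold) and the keratin gene KRT17 (2.58-fold). The genes higher in spheroid than in attached cells in all 3 populations included the sphingosine-1-phosphate receptor gene S1PR1 (11.99-fold), LPCAT1 (6.53-fold), S100A8 (6.31-fold) and TGFB1 (6.30-fold), and the mitotic genes KIF2C (2.37-fold), NDC80 (2.36-fold) and CDC20 (2.24-fold) were lower, though with median-of-ratios size factors all 3 of these were under the size rule in doxorubicin-resistant cells, and NDC80 and CDC20 also in paclitaxel-resistant cells.

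Some cells carried a profile closer to another population of the same culture than to their own. Of cells with at least 1000 UMIs these were 5.60% of treatment-naïve, 8.52% of paclitaxel-resistant and 13.9% of doxorubicin-resistant attached cells, and 21.7%, 13.2% and 15.1% of spheroid cells.

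Several values here differ by more than 1.5 times from those the study quotes. All 18233 attached barcodes were used for the values here. The study kept fewer after its filter, whose thresholds its methods leave out. Clustering gave 10, 12 and 11 clusters in treatment-naïve, paclitaxel- and doxorubicin-resistant attached cells. The study described fewer, at a resolution its methods leave out. The doxorubicin-resistant cluster most like highly mesenchymal cells held 8.29% of the population, beside unnamed cluster 0 with 13.3% that has more COL1A1 and less TP73 than other cells. The study's cluster of that kind held a larger part than either of these. The treatment-naïve cluster named epithelial-like here held 3.28% of the population, beside unnamed clusters 0 and 2 with 16.0% and 14.7% that have more ITGA6 and less COL3A1 than other cells. The study's cluster of that kind held a far larger part than the first of these. Counts of lower genes are not compared, because it is unclear in which population the study asked for the minimum count for them. ABCG2 was found in 34.7% of all paclitaxel-resistant spheroid cells and in 56.6% of those with at least 1000 UMIs. The study's share, from filtered cells, is higher than the first of these. More than 5 ABCB1 UMIs were found in 2.04% of all treatment-naïve spheroid cells and in 3.11% of those with at least 1000 UMIs. The study's share, again from filtered cells, is higher than the first.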
